A study of Mus musculus with 2 samples.

How the data were processed

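Single-cell RNA of injured mouse kidneys was measured in 2 libraries, 1 per group, each made from a kidney cell suspension with droplet-based 3′-end chemistry and sequenced together, per the labels' protocols. How many animals went into a library was not stated there. The labels put both libraries in batch 1. A cell-hashing step is mentioned in the same protocols, but every feature used here was a gene, so hashtags were not used here.

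The deposited values were raw counts of unique molecular identifiers (UMIs) per gene and barcode, made by the authors with Cell Ranger version 4, per the file headers, with no filter on cells and no normalisation. The genome build and annotation were not stated. Of the 32285 gene identifiers, 32235 (99.8%) matched GENCODE release M21 on GRCm38, which was the source of the coordinates given here. The libraries held 134190236 UMIs over 1342632 barcodes (control) and 114668145 UMIs over 1430043 barcodes (haplodeficient). No annotation of cells by the authors was used, so cells, classes and their names were rebuilt.

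A barcode was kept as a cell with at least 500 UMIs, at least 200 genes and at most 50% mitochondrial UMIs. In the control library 10026 barcodes passed the UMI and gene minimums, 1185 with enough UMIs had too few genes, 574 were removed by the mitochondrial limit and 715 as likely doublets, which left 8737 cells. In the haplodeficient library the corresponding numbers were 10056, 141, 30 and 804, which left 9222 cells. Doublets were taken as the cells with the highest Scrublet scores (scanpy 1.11.5) at a rate of 0.8% per 1000 cells, that is 7.56% and 8.02% of cells. Doublets of like cells and free RNA remain in any such set.

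Both libraries were clustered together without batch correction, on 2000 variable genes, 30 principal components and 15 nearest neighbours weighted by shared neighbours, with the Leiden method at resolution 1 (leidenalg 0.10.2, scikit-learn 1.9.0), which gave 41 clusters. Clusters were named from marker lists of 21 cell classes fixed before the data were examined, as were the cell filters, the gene lists, the rule for genes named, and all alternatives except the ones described as added. The scoring was set after the data were seen. A class needed at least 3 markers detected in at least 10% of the cluster's cells at 2-fold or more over other cells. A cluster also stayed unnamed when its 10 leading genes held more markers of another class, when they held no marker and 3 times the cluster's median UMI count was below its library's median, or when at least 75% of the markers of another class were detected as well in cells of over 1.5 times their library's median UMIs. The 4 unnamed clusters held 10.7% of control and 6.53% of haplodeficient cells. They comprised a cluster of intercalated and principal cell genes (3.34% and 2.57%), a Havcr1-led cluster (3.56% and 1.51%), a Cpn1-led cluster of shallow cells (3.26% and 1.68%) and a cluster of endothelial and pericyte genes (0.504% and 0.770%). The podocyte-like class (1.08% and 3.14% of cells) had Wt1, a podocyte marker, among the leading genes of its larger cluster beside Wnt16, Foxd1 and Igfbp2, and its smaller cluster was led by genes of dividing cells. With under 100 control cells it entered no comparison of genes other than Egln3. The B-cell-like cluster also had Siglech, a plasmacytoid dendritic cell gene, among its leading genes, and clusters of dividing macrophage-like and T-cell-like cells were kept in their classes. Endothelial-like cells were clustered again at resolution 0.5 on 20 components, and named from 7 fixed subtype lists.

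Per class and library, UMIs were summed over cells and expressed as CPM, the standard scaling of counts to a fixed sum, over the summed UMIs. Log2 ratios were haplodeficient over control, after adding 5 CPM to each, which understates the ratio of low genes. A gene was eligible with a mean of at least 50 CPM and at least 30 UMIs over both libraries. The size rule was an absolute log2 ratio of at least 1 with exact Poisson 95% intervals that did not overlap. Shares have exact Clopper-Pearson 95% intervals, and CPM ratios exact conditional binomial ones. A list median has the 95% range of 1000 Poisson redraws, and its percentile among 10000 random lists of the same size, matched on expression in 20 bins, which describes these libraries only. With 1 library per group no test between groups was possible, none was run, and every interval covers counting error only, not differences between animals or preparations.

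Free RNA was profiled in barcodes of 1 to 100 UMIs, which held 6363410 UMIs (control) and 5499352 UMIs (haplodeficient). Its share in a class was the median of observed UMIs over those expected if all UMIs were free RNA, taken over markers of other classes with at least 50 expected UMIs and no more UMIs than expected. In endothelial-like cells it came to 6.63% and 6.17%. For shares of cells with a UMI, each cell was thinned to 1000 UMIs and shallower cells were left out.

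In classes with at least 100 cells in both libraries, the genes named are the 5 highest and 5 lowest log2 ratios in endothelial-like cells and the 3 highest and 3 lowest in other classes discussed. They were taken among eligible genes with intervals apart, leaving out genes with an expected free-RNA part over 50%, mitochondrial, ribosomal protein, haemoglobin and sex-linked genes. Egln1, Egln2, Egln3, Hif1a, Epas1 and at most 5 members of each fixed list were named in addition. The 12 lists were hypoxia-inducible factor (HIF) targets, glycolysis, endothelial inflammation, interferon response, antigen presentation, endothelial-to-mesenchymal transition, dissociation stress, proximal tubule injury, proximal tubule identity, proinflammatory macrophage, reparative macrophage and fibrosis.

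The summing and size rule were tested on simulated data, with Poisson counts at the real class totals and 200 genes changed by known folds. All of these folds were well beyond the size rule, so the share that passed does not describe changes near its limit. In the simulated endothelial-like, proximal-tubule-like and macrophage-like sums 100% of the changed genes that were eligible passed the size rule, and 97.7% did in the fibroblast-like sums. At most 1 unchanged gene passed it in any of these, and the intervals covered the true level for 95.0% to 95.4% of genes. The simulation holds no variation between animals.

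The alternatives fixed beforehand were at least 1000 UMIs per cell, each library's own UMI minimum (a division by 10 of the 99th percentile of its 3000 deepest barcodes), at most 25% mitochondrial UMIs, no doublet removal, Leiden resolution 2, each library clustered on its own, the class taken from each cell alone, subtraction of expected free RNA, median-of-ratios scaling, the mean over cells of CPM per cell, 1 CPM added, a mean of at least 10 CPM, other denominators for shares, and other ways of naming endothelial subtypes. Chosen after the data were seen were CPM over UMIs other than mitochondrial ones, the same cluster weights in both libraries (the mean of a cluster's cell shares in them, and for Egln3 and related genes also of its UMI shares, or an equal weight for every cluster), leaving out a mixed endothelial subcluster, and lists without the markers of their class. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.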

Results

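Kidneys of mice were collected 14 days after ischaemia and reperfusion of 1 kidney, and their cells were profiled by droplet single-cell RNA sequencing. The study compared mice without Cre (control) with mice carrying 1 floxed allele of Phd3 and a tamoxifen-inducible Cre under the promoter of Cdh5, an endothelial cadherin gene (haplodeficient). Tamoxifen was given in 4 injections after the injury in both groups. PHD3, encoded by Egln3, is a prolyl hydroxylase that uses oxygen to mark hypoxia-inducible factors and other proteins. The question was how the loss of an endothelial copy bears on inflammation and repair of the injured kidney. There was 1 library per group, so no difference below has a replicate check, and intervals in parentheses are 95% intervals for counting error only. Whether control mice carried the floxed allele was not stated in the labels.

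The control library held 134190236 UMIs, of which 106926054 lay in 8737 retained cells, with a median of 8762 UMIs and 2835 genes per cell. The haplodeficient library held 114668145 UMIs, of which 93610831 lay in 9222 cells, with a median of 5471.5 UMIs and 2170 genes per cell. The median mitochondrial share per cell was 10.2% in the control and 2.69% in the haplodeficient library. Both libraries had 8 UMIs of Xist, and held 20590 (control) and 18937 (haplodeficient) UMIs of Y-linked genes, so both were male in transcripts.

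Egln3 (ENSMUSG00000035105, a protein-coding gene on the minus strand of chromosome 12 at 54178981 to 54203860 in GENCODE M21, GRCm38) was examined first, as the targeted gene. In endothelial-like cells it had 58 UMIs in the control library, or 24.4 CPM (18.5 to 31.5), and 111 UMIs in the haplodeficient library, or 20.99 CPM (17.3 to 25.3). The CPM ratio was 0.862 (0.622 to 1.21), an interval that included 1 and lay above 0.5. The labels do not state whether a recombined allele still gives a counted 3′ transcript, so the gene gave no check of them. The alternative that moved the ratio most, chosen after the data were seen, weighted each endothelial subcluster in both libraries by the mean of its cell shares in them, and its ratio was 0.589 (0.418 to 0.853). An equal weight for every subcluster gave 0.805 (0.557 to 1.19). After thinning to 1000 UMIs, an Egln3 UMI was found in 2.69% (1.24 to 5.05) of 334 control and 1.45% (0.726 to 2.58) of 759 haplodeficient endothelial-like cells, against 12.7% and 9.46% unthinned. In macrophage-like cells, taken as a class with little of the gene, the thinned shares were 0 of 805 cells (up to 0.457%) and 0.0775% (0.00196 to 0.431), and the unthinned ones 0.825% and 0.707%. The median depths before thinning were 3979 and 3901 UMIs in endothelial-like cells and 4963 and 5522 in macrophage-like cells. Free RNA held Egln3 at 1.41 CPM (0.647 to 2.68) in the control and 3.09 CPM (1.80 to 4.95) in the haplodeficient library.

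Outside the endothelium, Egln3 was highest in neutrophil-like cells, a class in which the Cdh5-driven Cre was not the stated target. There it fell from 199.9 CPM (138 to 281) on 33 UMIs to 69.0 CPM (54.9 to 85.6) on 82 UMIs, a ratio of 0.345 (0.228 to 0.534). In distal convoluted tubule-like cells Egln3 was higher in the haplodeficient library, at 6.27 CPM against 3.07, a ratio of 2.04 (1.20 to 3.53). In the other classes with an Egln3 UMI in both libraries the interval of the ratio included 1.

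**Figure D1:**
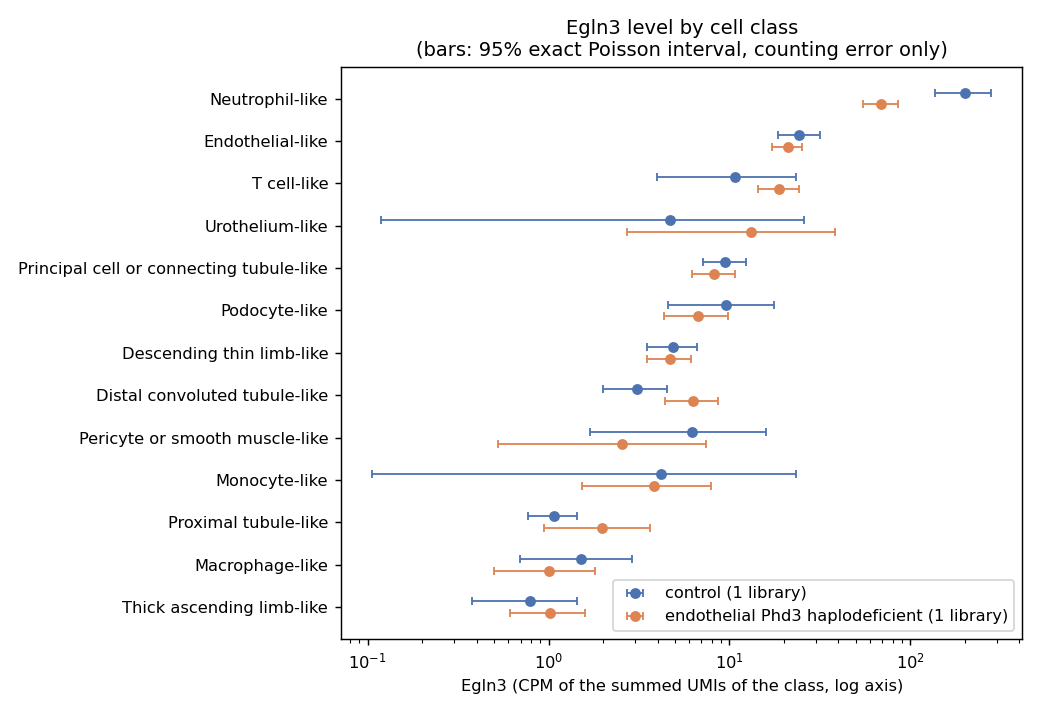
Egln3 level (CPM of the summed UMIs of a class, log axis) in each cell class with an Egln3 UMI in both libraries, for the control and the haplodeficient library, with 95% exact Poisson intervals as bars. The neutrophil-like values (199.9 and 69.0 CPM) lie apart, while the endothelial-like values (24.4 and 20.99 CPM) overlap.

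The related genes were compared in the same endothelial-like cells. Egln1 was at 55.0 and 58.8 CPM, a ratio of 1.07 (0.869 to 1.32), and Egln2 at 36.1 and 38.0 CPM, a ratio of 1.05 (0.814 to 1.37), so neither differed beyond counting error. Hif1a was lower in the haplodeficient library, at 139 against 165 CPM, a ratio of 0.840 (0.742 to 0.952), as was Epas1, at 589.8 against 767 CPM, a ratio of 0.769 (0.726 to 0.815). Neither was confined to the endothelium. Hif1a was also lower in other classes, such as principal or connecting tubule-like (0.649), thick ascending limb-like (0.668) and macrophage-like cells (0.859). It was higher in proximal-tubule-like cells (1.24, 1.11 to 1.38), where all eligible genes had a median log2 ratio of 0.19. That shift of all genes could account for part of the Hif1a ratio there. A different mix of clusters within these other classes was not tested for Hif1a. Epas1, on far lower levels, was also lower in proximal-tubule-like (0.411) and intercalated-cell-like cells (0.577). In pericyte- or smooth-muscle-like cells, the class with most Epas1 outside the endothelium, it was level, at 332 and 330 CPM (ratio 0.993, 0.839 to 1.18). The Epas1 ratio was 1.09 (0.769 to 1.57) in fibroblast-like cells. It was 3.74 (1.21 to 15.4) in urothelium-like cells, on 4 and 16 UMIs.

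The makeup of the libraries was compared by the share of all retained cells in each class. Proximal-tubule-like cells were 34.7% (33.7 to 35.7) of the control and 3.72% (3.34 to 4.13) of the haplodeficient library. Leukocyte-like classes together were 15.8% (15.05 to 16.6) and 42.0% (40.9 to 43.0), and endothelial-like cells 4.13% (3.72 to 4.57) and 8.60% (8.03 to 9.19). Among leukocytes, T-cell-like cells were 2.03% and 11.3% of all cells, neutrophil-like cells 1.18% and 6.70%, monocyte-like cells 0.607% and 4.02%, and NK-cell-like cells 0.229% and 1.44%. Macrophage-like cells were 9.71% (9.09 to 10.3) and 15.3% (14.6 to 16.1) of all cells, but 61.4% and 36.6% of leukocytes. Distal convoluted tubule-like cells were 6.73% and 3.93% of all cells, descending thin limb-like cells 5.15% and 8.69%, podocyte-like cells 1.08% and 3.14%, and fibroblast-like cells 1.26% and 1.28%. Because shares sum to a whole, the leukocyte share was also taken over cells other than proximal-tubule-like ones, where it was 24.2% (23.1 to 25.3) and 43.6% (42.5 to 44.6). Macrophage-like cells were 14.9% and 15.9% of those cells. That difference was 1.07 percentage points (-0.141 to 2.27), an interval that included 0. The descending thin limb difference was 1.13 percentage points (0.196 to 2.06) with the same denominator. Each library's own UMI minimum moved the leukocyte difference most, from 26.1 to 12.5 percentage points, and a mitochondrial limit of 25% moved the proximal tubule difference most, from -31.0 to -25.7 percentage points.

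**Figure D2:**
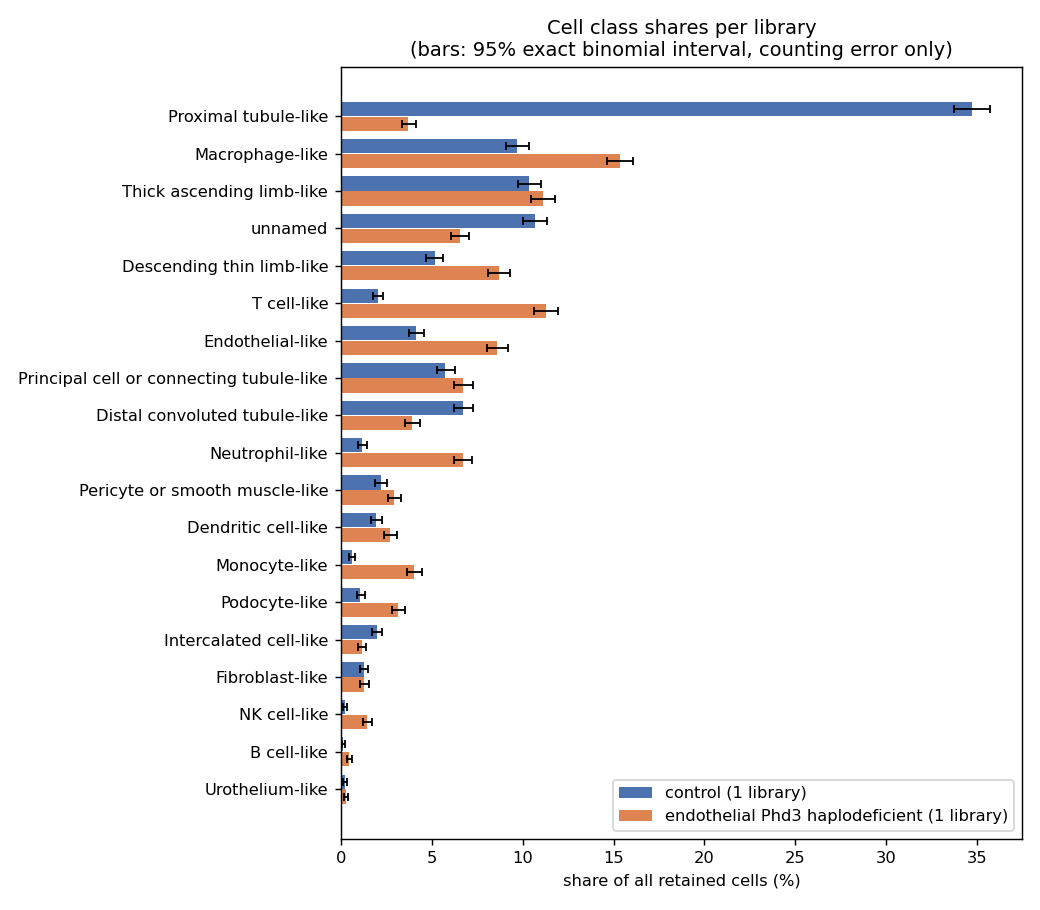
Share of all retained cells (%) in each cell class for the control and the haplodeficient library, 1 library each, with 95% exact binomial intervals as lines on the bars. The proximal-tubule-like share is 34.7% in the control and 3.72% in the haplodeficient library, and the T-cell-like share 2.03% and 11.3%.

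Endothelial-like cells numbered 361 in the control and 793 in the haplodeficient library. Of 3761 eligible genes, 33 met the size rule, 6 higher and 27 lower in the haplodeficient library. Lowering the eligibility minimum to a mean of 10 CPM moved this most, to 100 genes. The lowest log2 ratios were those of Auts2 (-1.56), Lgr5 (-1.38), Uap1 (-1.33), Efna5 (-1.30) and Neat1 (-1.28). Auts2 (ENSMUSG00000029673) was at 167 CPM (151 to 184) in the control and 53.3 CPM (47.3 to 59.9) in the haplodeficient library. Lgr5 was among the leading genes of an endothelial cluster, and Efna5 of the arterial subcluster. Efna5 changed its direction, to 0.18, with each library's own UMI minimum, which also took Uap1 to -0.14. The highest ratio was that of Gdpd3 (ENSMUSG00000030703), at 2.25, from 15.1 CPM (10.6 to 20.9) to 90.4 CPM (82.5 to 98.9). Gdpd3 was followed by Rgcc (1.23), H2-Aa (1.13), Sfrp2 (1.06) and Bst2 (1.00, just under the size rule). Rgcc is a marker of the capillary subtype, which was more frequent in the haplodeficient library, and its log2 ratio was 0.54 with the same subcluster weights. H2-Aa had an expected free-RNA part of 44.7%. The Sfrp2 ratio was -0.01 without a subcluster of 13 control and 29 haplodeficient cells that carried podocyte and mesenchymal genes.

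Fixed gene lists were compared in endothelial-like cells, where the median log2 ratio of all eligible genes was -0.00377. The interferon list had a median log2 ratio of 0.42 (0.31 to 0.50) over 23 eligible genes, 22 of them higher, at percentile 100 of random lists. Its largest ratios were Bst2 (1.00), Ifit2 (0.83), Irf7 (0.77), Ifit3 (0.69) and Ifitm3 (0.65). The alternative that moved it most, each library's own UMI minimum, gave 0.19. Antigen presentation genes had a median of 0.31 (0.22 to 0.37), at percentile 99.8 and 0.04 with each library's own UMI minimum, but the class II members with the largest ratios had high free-RNA parts, such as 53.5% for H2-Eb1 and 38.6% for Cd74. HIF target genes had a median of -0.20 (-0.24 to -0.05) over 14 genes, at percentile 2.14, with Higd1a higher (0.55) and P4ha1 (-0.54) and Edn1 (-0.32) lower. The HIF median changed direction, to 0.05, with each library's own UMI minimum. That minimum was 7157 UMIs (control) and 8933 UMIs (haplodeficient), above the median depths of endothelial-like cells, 3979 and 3901. Most of the endothelial-like cells compared here were therefore left out in that setting. The endothelial inflammation list had a median of -0.13 (-0.22 to -0.06), at percentile 13.5, with Cxcl10, which leads an endothelial subcluster, higher (0.65) and Csf1 lower (-0.50). This median changed direction, to 0.02, when each library was clustered on its own, and to 0.01 with the same subcluster weights. Glycolysis genes had a median of -0.03 (-0.14 to 0.04), endothelial-to-mesenchymal genes -0.19 (-0.27 to -0.17) and dissociation stress genes -0.15 (-0.18 to -0.10), at percentiles 40.0, 12.9 and 3.1. Across all classes with at least 5 eligible members, endothelial-like cells included, the antigen presentation median lay above 0 in 12 of 12. The HIF target median did so in 4 of 13. It was as low as in the endothelium in descending thin limb-like (-0.21, percentile 10.55) and intercalated-cell-like cells (-0.20, percentile 6.26). In neutrophil-like cells it was -0.25 (-0.40 to 0.05, percentile 20.8), an interval that included 0. These percentiles were less extreme than the endothelial one. The endothelial-to-mesenchymal median lay above 0 in 0 of 7, and the endothelial inflammation median in 10 of 13, lowest in endothelial-like and highest in proximal-tubule-like cells (0.55).

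**Figure D3:**
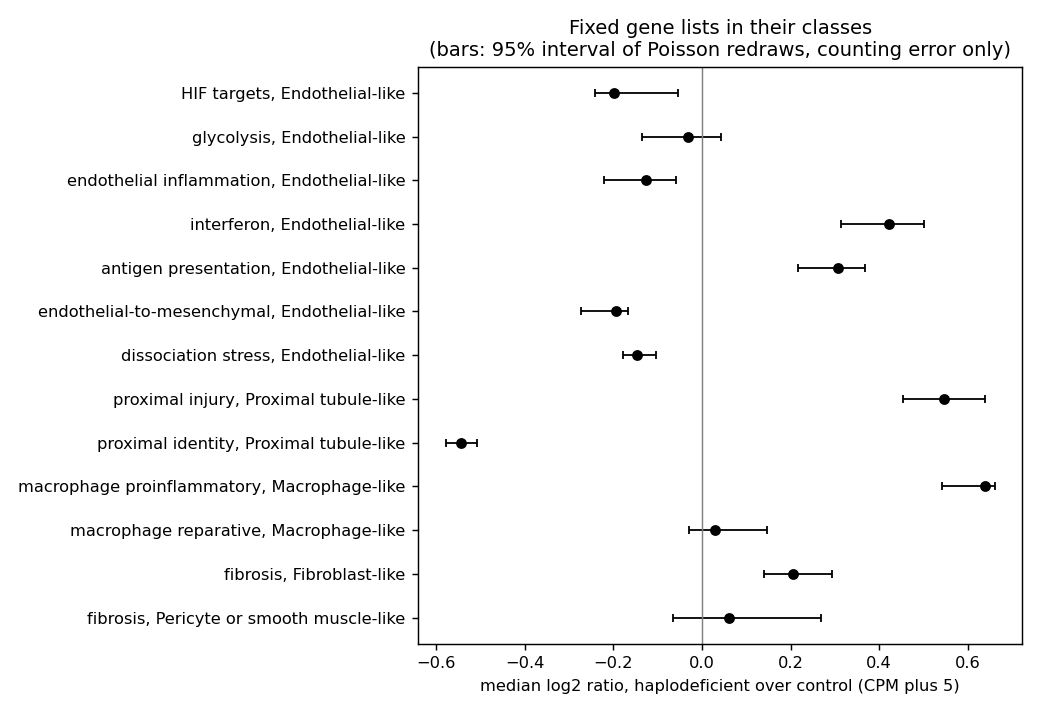
Median log2 ratio (haplodeficient over control, CPM plus 5) of each fixed gene list in its cell class, with the 95% interval of Poisson redraws as bars. The interferon list in endothelial-like cells (0.42) and the proinflammatory list in macrophage-like cells (0.64) lie above 0, and the proximal identity list (-0.54) lies below it.

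The interferon list was also taken in the other classes in which at least 5 members were eligible. Its median lay above 0 in 10 of these 10 classes, from 0.31 in T-cell-like to 1.61 in intercalated-cell-like cells. In distal convoluted tubule-like cells it was 1.38, where all eligible genes had a median of 0.11. In dendritic-cell-like cells it changed direction, from 0.43 to -0.57, when each library was clustered on its own.

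**Figure D4:**
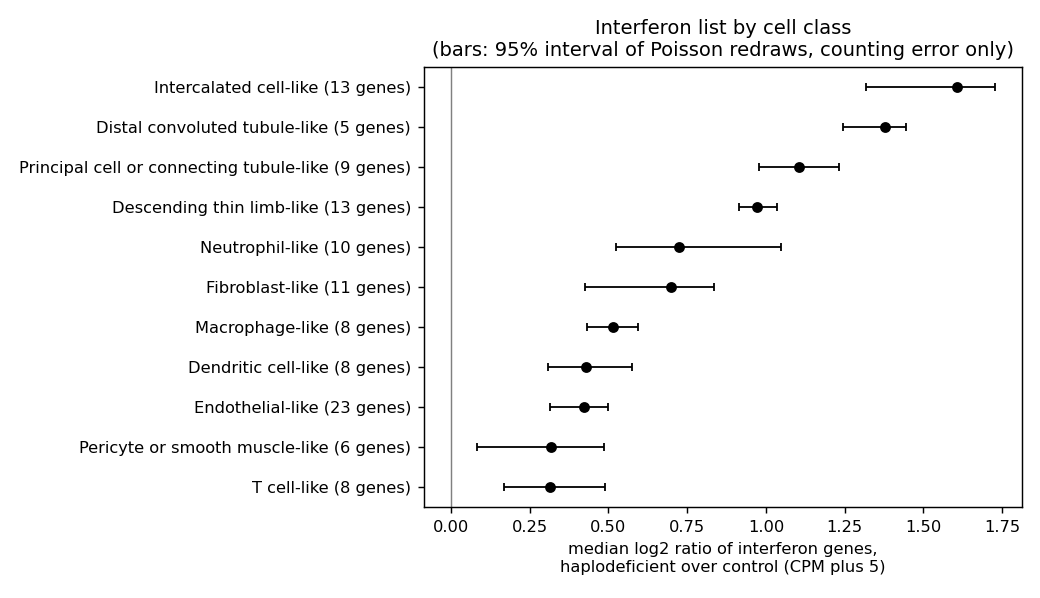
Median log2 ratio of the interferon list (haplodeficient over control, CPM plus 5) in each cell class with at least 5 eligible members, with the 95% interval of Poisson redraws as bars. All 11 medians lie above 0 in the main setting, with endothelial-like cells at 0.42 and the 4 tubule classes shown between 0.97 and 1.61.

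Injury of the proximal tubule was compared in 3032 control and 343 haplodeficient proximal-tubule-like cells. The unnamed Havcr1-led cluster, of 311 control and 139 haplodeficient cells, was not among them. Injury of its cells is therefore not part of the values below. All eligible genes had a median log2 ratio of 0.19 here, so the lists are read relative to it. The injury list had a median of 0.55 (0.45 to 0.64), at percentile 99.6, led by Krt8 (1.18), Vcam1 (0.83), Cxcl1 (0.73) and Havcr1 (0.66). The dissociation stress list had a median of 0.53 (0.49 to 0.57) in the same cells, at percentile 99.7, so it was as high as the injury list. The injury list was also higher in other classes, such as principal or connecting tubule-like cells (0.60, percentile 100), and its median lay above 0 in 6 of 12 classes. The principal or connecting tubule-like class joined unlike clusters. A cluster led by Aqp2 held 213 control and 50 haplodeficient cells, and a cluster led by Sprr2f 289 and 570. The same cluster weights were not computed for this class, so its value may reflect that mix. The identity list, 13 of whose 19 members are also markers that named the class, had a median of -0.54 (-0.58 to -0.51), at percentile 0, led by Slc7a13 (-2.04) and Slc22a8 (-1.77). With median-of-ratios scaling, which removes the shift of all genes, the medians were 0.35 and -0.74. Clustering each library on its own moved both most, to 1.71 and -1.06. The lowest single genes were Rdh16f2 (-3.04), Slco1a1 (-2.64) and Acsm3 (-2.15), and the highest Cpn1 (2.25), Sparc (2.02) and Gdf15 (2.02). Havcr1 led an unnamed cluster, and Slc7a13, Slco1a1 and Acsm3 were leading genes of clusters that held few haplodeficient cells, and with the same cluster weights the ratios of Slco1a1 and Acsm3 were -0.72 and -0.51. Cpn1 led an unnamed cluster too.

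Macrophage-like cells numbered 848 in the control and 1415 in the haplodeficient library. The proinflammatory list had a median log2 ratio of 0.64 (0.54 to 0.66) over 17 genes, at percentile 100, with Ccl5 (1.03), Ccl7 (0.94), Ccl2 (0.86), Ccl4 (0.83) and Tnf (0.76) highest. The alternative that moved it most, each library's own UMI minimum, gave 0.40. The proinflammatory median also lay above 0 in each of the 7 classes with at least 5 eligible members, macrophage-like cells included, and was higher in principal or connecting tubule-like (1.06) and intercalated-cell-like cells (1.02), so the difference was not confined to macrophage-like cells. The principal or connecting tubule-like value may reflect the different mix of clusters in that class. The reparative list had a median of 0.03 (-0.03 to 0.15), at percentile 51.0, with 7 genes higher and 7 lower. Among these, Spp1 was higher (1.11, with a free-RNA part of 15.1%), Gpnmb higher (0.98) and Mrc1 lower (-0.71). Ccl7, Gpnmb, Mrc1 and Lyz1 are leading genes of macrophage clusters, Retnla of a dendritic cell cluster and Clu of a principal cell cluster. The single genes with the lowest ratios were Lyz1 (-1.75), Glis3 (-1.59) and Clu (-1.57), and the highest were Gdpd3 (2.32), Retnla (2.16) and Cxcl14 (1.51). Glis3 and Clu had free-RNA parts of 26.7% and 26.9%. Glis3, Clu and Retnla changed direction when each library was clustered on its own, to 0.51, 3.16 and -0.32.

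Fibrosis genes were compared in 110 control and 118 haplodeficient fibroblast-like cells and in 191 and 269 pericyte- or smooth-muscle-like cells. In fibroblast-like cells the list had a median log2 ratio of 0.20 (0.14 to 0.29) over 20 genes, at percentile 84.4, with Tgfb1 (0.85), Sparc (0.82) and Timp1 (0.76) higher and Postn (-0.95) and Tnc (-0.83) lower. The alternative that moved it most, each library's own UMI minimum, gave 0.05. In pericyte- or smooth-muscle-like cells the median was 0.06 (-0.06 to 0.27), at percentile 38.8, an interval that included 0, but 0.37 with the class taken from each cell alone. The lowest single genes in fibroblast-like cells were Kitl (-2.59), St6galnac5 (-2.31) and Prr16 (-2.23), and the highest F830016B08Rik (1.91), Eln (1.90) and Ly6a (1.82). F830016B08Rik was at -0.03 with each library's own UMI minimum. In pericyte- or smooth-muscle-like cells Ifitm1 (-2.72), Cdk8 (-1.46) and Ccrl2 (-1.42) were lowest and Gdpd3 (3.69), Sncg (1.71) and S100a6 (1.28) highest. Ifitm1 was at 0.24 with Leiden resolution 2, and with each library's own UMI minimum Ccrl2 was at -0.19, Cdk8 at -0.64, Sncg at 0.54 and S100a6 at 0.62.

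Endothelial subtypes were compared as shares of endothelial-like cells. Capillary-like cells were 24.4% (20.04 to 29.1) in the control and 34.9% (31.6 to 38.4) in the haplodeficient library. Arterial-like cells were 15.5% (11.9 to 19.7) and 9.71% (7.74 to 11.99), intervals that overlap slightly. The arterial difference was -5.80 percentage points (-10.4 to -1.56), an interval that excluded 0. With each cell named alone the arterial-like shares were 31.0% and 29.3%, a difference of -1.77 percentage points (-7.72 to 4.01). That interval included both 0 and the main difference, so it does not decide whether the arterial share fell. Descending vasa recta-like cells were 24.9% (20.6 to 29.7) and 19.8% (17.1 to 22.7), and glomerular-like cells 8.03% (5.45 to 11.3) and 9.71% (7.74 to 11.99), with overlapping intervals. The descending vasa recta difference was -5.13 percentage points (-10.6 to 0.146), and its interval excluded 0 at resolution 1, at -5.64 (-11.1 to -0.372), and with each cell named alone, at -5.60 (-10.1 to -1.47). Unnamed subclusters held 27.1% and 25.9%. Naming each cell alone moved the capillary difference most, from 10.6 to 9.23 percentage points. No subcluster was named venous, lymphatic or angiogenic in the main setting.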

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

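All tests in this part except the comparison of the free-RNA interferon list with random lists and that of the neighbours of Gdpd3 were chosen only after the result was seen.

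Free RNA, the UMIs in barcodes of 1 to 100 UMIs, lies outside the cells in which the gene lists were compared. The interferon list had a median log2 ratio of 2.09 (1.94 to 2.17, counting error only) there over 7 eligible genes, haplodeficient over control, against 0.25 for all eligible genes. A shift of all genes of that level is argued against, because the list lay at percentile 100 of random lists. Leukocytes made up more of the haplodeficient library and might have released more such RNA, but as the whole cause this is argued against by the 4 tubule classes with at least 5 eligible members, where the lowest interferon median was 0.97. On fewer genes it was 0.88 in proximal-tubule-like cells (2 genes). The genotype, a difference between the animals, an infection and a difference in preparation all stay open, since each group had 1 library.

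Gdpd3 was also higher in free RNA, with 29 UMIs in the control and 316 in the haplodeficient library, a CPM ratio of 12.6 (8.61 to 19.1). It was among the genes named by the fixed rule in 4 classes and was followed further after its values were seen. Within cells it was higher, with intervals apart, in 12 of the 12 classes with at least 30 UMIs, so a different mix of cell classes is argued against. Free RNA as the source is argued against too, since its expected part was at most 21.7% in any of these classes. A strain variant of the region is a candidate explanation: genes within 1 Mb of Gdpd3 (chromosome 7, 126766334 to 126775649) had a median over classes of 0.18, from -0.03 to 0.33, and 0 of them met the size rule. That small shift leaves open whether a variant acts on Gdpd3 alone, so a variant cannot be told apart from an effect of the genotype or of the animal.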

How the results depend on the processing

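The comparisons with CPM over UMIs other than mitochondrial ones, with the same cluster weights in both libraries (from cell shares, UMI shares or equal), without the mixed endothelial subcluster and with lists without class markers were chosen only after the results were seen. Among the principal results, 102 of 154 values under an alternative stayed within the counting interval of the main value (or within 1.5 times a count), 49 moved outside it and 3 changed direction. A change of direction was counted only where the interval of the main value excluded 0 (or 1 for a ratio), or for a gene named by the rule. Among the others, 620 of 830 stayed, 191 moved and 19 changed direction. The cause was not tested unless one is given. No paired analysis was possible because each group had 1 library and no test was run.

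Each library's own UMI minimum left 5322 control and 3409 haplodeficient cells and removed neutrophil- and NK-cell-like cells by construction, so neutrophil Egln3 had no value there. That minimum was 7157 UMIs (control) and 8933 UMIs (haplodeficient), above the median depths of endothelial-like cells, 3979 and 3901. It gave a leukocyte difference of 12.5 and a proximal tubule difference of -34.5 percentage points, 70 endothelial genes past the size rule, and list medians of 0.19 (endothelial interferon), 0.40 (macrophage proinflammatory), -0.72 (proximal identity), 0.91 (proximal injury) and 0.0513 (fibroblast fibrosis). The HIF target median changed direction, to 0.0498, as did Efna5 in endothelial-like cells (0.18), Clu in macrophage-like cells (0.27) and F830016B08Rik in fibroblast-like cells (-0.0285).

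With at least 1000 UMIs per cell the proximal tubule difference was -32.4 percentage points, proximal identity -0.60, injury 0.65 and fibrosis 0.11, and Clu changed direction (0.30). With at most 25% mitochondrial UMIs the differences were -25.7 percentage points (proximal tubule), 22.8 (leukocytes) and 3.43 (endothelial), identity was -0.79 and injury 0.71, and the principal cell difference changed direction (-0.0804 percentage points). Without doublet removal the proximal tubule difference was -33.1 percentage points, identity -0.88, injury 1.00, endothelial inflammation -0.0519 and fibrosis 0.13, and Clu changed direction (0.36).

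At Leiden resolution 2 injury was 0.70 and the endothelial difference 3.65 percentage points, and Clu (0.31) and pericyte Ifitm1 (0.24) changed direction. With each library clustered on its own 57 endothelial genes passed the size rule, the proximal tubule difference was -29.6 percentage points, identity -1.06 and injury 1.71. Changes of direction there were endothelial inflammation (0.0239), the interferon median in dendritic-cell-like cells (-0.57), and Clu (3.16), Glis3 (0.51) and Retnla (-0.32) in macrophage-like cells. With the class taken from each cell alone endothelial interferon was 0.25, macrophage proinflammatory 0.41, identity -0.69 and the proximal tubule difference -34.2 percentage points, and the principal cell difference changed direction (-0.68 percentage points).

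The mean over cells gave endothelial inflammation -0.0267, fibrosis 0.13, macrophage proinflammatory 0.52 and identity -0.47. Median-of-ratios scaling gave 0.67 for macrophage proinflammatory, -0.74 for identity and 0.35 for injury, the last 2 because it removes the shift of all genes. A mean of at least 10 CPM gave 100 endothelial genes, since more genes were compared. Among cells other than proximal-tubule-like ones the differences were 19.4 percentage points (leukocytes) and 2.60 (endothelial), and dendritic (-0.147), pericyte (-0.318) and principal cells (-1.82) changed direction, as did macrophages (-24.8) and dendritic cells (-5.78) as shares of leukocytes, since the denominators differ. Outside that count, because their main intervals included 0, the thick ascending limb difference among cells other than proximal-tubule-like ones was -4.35 percentage points (-5.52 to -3.19), against 0.734, and the fibroblast difference -0.599 (-1.05 to -0.170), against 0.0205.

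Among the settings added later, CPM over UMIs other than mitochondrial ones gave identity -0.74 and injury 0.41, and the list without class markers gave identity -0.77. The same cluster weights, from cell shares, gave an Egln3 ratio of 0.589, 21 endothelial genes, identity -0.30 and injury 0.43, and turned endothelial inflammation to 0.00913. Without the mixed subcluster Sfrp2 was at -0.0118. Arterial-like cells had no value at resolution 1 within endothelial-like cells. Neutrophil-like Egln3 stayed between 0.316 and 0.400 in the 10 settings that gave a value.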

Other observations

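Tests chosen only after the result was seen were those on cell filters, unnamed cells and cortex for the proximal tubule share, on other classes for the interferon list, on free RNA for genes shifted in many classes, on a few cells for neutrophil Egln3, on subcluster weights for endothelial Egln3, on index hopping, and on stress in T-cell-like cells. For the neutrophil test a first form (4 cells held 45.5% of the control UMIs) left the matter undecided and was replaced. The cortex test first used the glomerular share and was changed, the shifted genes were split by direction after they were seen, and the decision limit of the test on broken proximal tubule cells was loosened after its value was seen.

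Proximal-tubule-like cells fell from 34.7% to 3.72% of cells. Cell filters are argued against, because the haplodeficient share would be 5.47% even if every barcode removed by the gene and mitochondrial limits were such a cell, while the control share would be 28.9% if none were. Loss of markers is argued against as the whole cause, since the 2 unnamed clusters led by injured or proximal tubule genes held 6.82% of control and 3.19% of haplodeficient cells. Less cortex in the suspension could lower the share, and the fall of the distal convoluted tubule and the rise of the descending thin limb go with it. The thin limb rise was smaller among cells other than proximal-tubule-like ones, at 7.89% and 9.02%. The fall of the distal convoluted tubule was larger with that denominator, at 10.3% and 4.08%, a ratio of 0.396. Less cortex as the whole cause is argued against. The ratio of distal convoluted tubule-like shares was 0.583, against 0.107 for the proximal tubule, and glomerular-like cells were 8.03% and 9.71% of endothelial-like cells. Bursting of proximal tubule cells in the final suspension is argued against by free RNA, where the share of their markers had a ratio of 0.0774 (0.0755 to 0.0793), about that within cells (0.0741). Loss of cells before the last wash, partial loss of cortex, and death or failed recovery of the tubule stay open, and with 1 library per group they were not separated.

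Interferon genes were higher in endothelial-like cells of the haplodeficient library. Free RNA, a different mix of subtypes, and leukocytes among these cells might each raise them. The list median was 0.41 after subtraction of expected free RNA, 0.40 with the same subcluster weights, and 0.43 (0.33 to 0.52) without the 10 control and 23 haplodeficient cells that had a Ptprc UMI, so none of these is the whole cause. A shift confined to endothelial cells is argued against, because the intervals lay above 0 in 10 of the 10 other classes. The pattern is therefore one of the library, and an effect of the endothelial genotype on the whole kidney, an infection and a difference between animals remain open.

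Of the genes compared in at least 5 of 13 classes, 7 met the size rule in the same direction in at least 5 of them. The 4 lower genes (Kap, Gpx3, Fxyd2 and Gm42418) had a median expected free-RNA part of 131.6%, taking the library with the larger part. That is more than the UMIs counted, so the estimate was too high for such genes and gives no exact share. Free RNA could account for some of their level. In free RNA itself Kap fell from 11105 to 547 CPM and Gpx3 from 6146 to 1183 CPM. Fxyd2 fell there only from 3462 to 2269 CPM and Gm42418 from 91977 to 76730 CPM. Gm42418 also had a lower expected part, 61.7%. Free RNA is therefore a candidate for Kap and Gpx3, and is less able to account for Fxyd2 and Gm42418. The 3 higher genes (Bst2, H2-D1 and Ifi27) had a median part of 5.06%, which argues against free RNA. Passenger alleles carried with the floxed Egln3 locus or with the Cre were tested only coarsely, by counting genes on the whole chromosomes of Egln3 (12) and Cdh5 (8), and the labels do not give the position of the Cre. Of the 7 genes, 2 (Bst2 and Ifi27) lay on these chromosomes, or 28.6% (3.67 to 71.0) against 9.07% of eligible genes, and both belong to the interferon list and start at 71534255 and 103434211, far from Cdh5 (104101625) and Egln3 (54178981). The interval includes the share of all genes, so passenger alleles cannot be told apart from chance here.

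Egln3 was lower in neutrophil-like cells, which the Cdh5-driven Cre was not stated to target. Free RNA is argued against, with an expected part of 0.0501% of the control UMIs. Deep cells that weigh more are argued against, since the ratio of means over cells was 0.316. A few control cells could hold the UMIs, but after thinning 15.6% (9.02 to 24.5) of 96 control cells had one, against 4.90% of 572 haplodeficient cells. The difference is kept as a hypothesis: a change in the state or origin of neutrophils, recombination outside the endothelium and a difference between animals were not tested.

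In endothelial-like cells the Egln3 ratio of 0.862 may hide a fall within subtypes. With each subcluster weighted in both libraries by the mean of its cell shares the ratio was 0.589 (0.418 to 0.853). Weighting by UMI shares gave 0.696 (0.503 to 0.990), and an equal weight for every subcluster 0.805 (0.557 to 1.19), an interval that includes 1. Egln3 was lower in 4 of 7 subclusters. It was at 71.4 CPM (44.2 to 109) and 33.8 CPM (24.6 to 45.4) in capillary-like cells, at 23.4 (13.1 to 38.6) and 9.76 (4.68 to 17.9) in descending vasa recta-like cells, and at 12.5 (2.57 to 36.5) and 17.0 (9.05 to 29.1) in glomerular-like cells. In arterial-like cells Egln3 was at 4.02 CPM (0.487 to 14.5) and 5.05 CPM (1.04 to 14.8). In the mixed subcluster it was at 4.68 CPM (0.118 to 26.1) on 1 UMI and 26.5 CPM (15.9 to 41.4) on 19 UMIs. Capillary-like cells, which had most Egln3 among the named subtypes, were more frequent in the haplodeficient library. All 3 weightings were chosen after the values were seen. The intervals with weights from cell shares and from UMI shares lay below 1, and that with equal weights included it. Whether Egln3 fell within subtypes therefore depends on the weighting and stays open. Cells of other types in the mixed subcluster may also matter, since without it the ratio was 0.765 (0.544 to 1.08), but that interval includes both 1 and the pooled value, so their part cannot be told apart from counting error.

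T-cell-like cells of the haplodeficient library carried more Ccl1 (3.62), Tnf (2.70) and Odc1 (2.53, log2 ratios), and less Zbtb16 (-1.64), Diaph3 (-1.53) and Zeb2 (-1.50), the genes named by the fixed rule, for which no alternatives were computed. Stress during dissociation could raise such genes, and the stress list had a median of 0.52 (0.38 to 0.64) in these cells. Of the 12 other classes, its interval lay above 0 in 4 and below 0 in 4, so stress cannot be told apart from activation.

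The libraries were pooled for sequencing with single indexes, which could let reads of 1 library appear in the other. Such reads make the libraries more alike, so the test run, by which 4.87 CPM of the UMIs of a barcode appeared in the other library, does not bear on the differences above.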
